A study of Homo sapiens with 15 samples. Its data were reported in "The Effect of Exposure to Neighborhood Violence on Glucocorticoid Receptor Signaling in Lung Tumors" (2024).

How the data were processed

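Fresh-frozen human lung tumors were profiled by the authors with 10x Genomics Visium slides, and 15 libraries, 1 per tumor, are described here. Each tumor is its own replicate per the labels, which place all 15 in a single group, lung tumor, and give no exposure, crime rate or other group to any of them. No comparison between groups of tumors was therefore made. The values are raw UMI counts per gene and spot as deposited, held as whole numbers, for spots over tissue only. The authors mapped the reads with Space Ranger to the hg38 human genome with an Ensembl annotation. Per the file headers the release was 1.3.0, which the supplementary methods of the study name for demultiplexing, while its main methods name a later release for mapping. The chromatin profiling of the same tumors and the adjacent normal lung were not analysed here.

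Every file held the same 37733 features, of which 37677 were matched by gene ID to GENCODE release 44 for positions on hg38. A symbol shared with another feature was held by 45 features, and 1 of them, a smooth muscle marker, was left out of its list. Libraries were compared in all 105 pairs by a chi-square statistic over genes. The lowest value was 10.8 per degree of freedom and 0 pairs were identical, so each library was counted as 1 tumor.

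Expression per tumor was the sum of UMIs over its spots, as counts-per-million (CPM) of the tumor's UMI total. Where a count of 0 is given, its upper limit is 3 counts divided by the depth. Relations across tumors used log2 CPM from edgeR with TMM scaling and a prior count of 2, and a list's score was the mean over its members. Pearson's r and Spearman's rho were tested by permutation with 100000 resamples, and p was adjusted by Benjamini-Hochberg over 12 relations chosen for biology and, separately, 36 relations with depth.

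Spot values for spatial statistics came from SCTransform (first version of its regularization) run over the merged spots of all tumors in Seurat. Global Moran's I used the 6 touching spots with row-standardized weights and 100000 permutations of the spots, in tumors with at least 50 UMIs of the gene. Hotspots followed the univariate local Moran's I of the study, computed with code written here: a high value with high neighbors and a folded pseudo p under 0.01 from 999 conditional permutations. Counts were summed over hotspot spots and over all other spots of a tumor. A tumor entered a contrast with at least 50 UMIs of the gene, 10 hotspot spots and 20000 UMIs in each sum. Hotspot and rest sums were compared with edgeR's quasi-likelihood test, with TMM scaling, filterByExpr and the tumor (replicate) as a block, and a gene was called at an adjusted p under 0.05 (Benjamini-Hochberg). The hotspot gene itself was left out of the counts of called genes and of the lists. For AKR1C1 and AKR1C2 hotspots the other AKR1C genes were left out as well. Genes were named in the report when called, with a mean log2 CPM of at least 6 and changed the same way in at least 80% of the tumors, up to 10 in each direction, along with up to 4 members of each list. Any other called gene is said to have been chosen after its value was seen.

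All gene lists were written before the data were examined. Pathway lists, with the number of genes used, were cortisol metabolism (14), receptor machinery (13), glucocorticoid receptor targets (18), immediate-early genes (22), heat shock (10), NRF2 targets (18), hypoxia and angiogenesis (12), proliferation (14), NF-kB inflammation (13), interferon (16) and TGF-beta (12). Marker lists were epithelial tumor (14), alveolar type 2 (10), alveolar type 1 (7), airway (12), fibroblast (14), smooth muscle (9), endothelial (12), macrophage (13), neutrophil and mast cell (10), T and NK cell (13), B and plasma cell (12), erythrocyte (7), squamous and neuroendocrine (10) and cartilage and adipose (7). Quality lists were ribosomal protein (26), mitochondrial (10) and nuclear-retained RNA (2), and the study's own positively and negatively correlated genes formed lists of 56 and 14. Lists were tested by an exact sign-flip permutation over tumors, with camera and fry from limma beside it in the contrasts with more than 2 tumors. Log2 differences of list scores used a prior count of 2. Control hotspots were those of up to 20 genes matched by mean level over the tumors with a median of at least 500 UMIs per spot. A control contrast held the tumors that met the entry rule for the control gene, which can differ from those of the hotspot gene.

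The edgeR pipeline was tested on simulated data before the real contrasts, with a dispersion of 0.05 and 200 changed genes, and Moran's I was tested on simulated counts placed over the real spots. Tools were R 4.3.3, Seurat 5.3.0, sctransform 0.4.2, edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0 and Matrix 1.6.5, with Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3, numba 0.67.0 and matplotlib 3.10.9.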

Results

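Spatial expression was measured in 15 lung tumors, over 9524 spots and 47056300 UMIs. The labels describe a single group, so the values below describe levels in each tumor, relations across tumors, and hotspots against the remaining spots of the same tumor. The labels give no level of exposure to violence for any tumor, and no contrast of exposure was made. Depth varied widely, from 95775 UMIs in tumor 12 to 13118255 in tumor 14. The median UMI count per spot ranged from 125 (tumor 1) to 19611 (tumor 14), with a median over tumors of 1995, and 4 tumors (1, 3, 6 and 12) were under 500. Mitochondrial transcripts held from 1.45% of UMIs in tumor 8 to 41.2% in tumor 1. In relations across tumors and in hotspot contrasts, p measures the spread between tumors, whose separateness is per the labels. Contrasts with only 2 tumors, those of AKR1C1 and AKR1C2, leave very little spread to measure for a single gene. Their p and SE rest mostly on variation that edgeR shares across genes. The p of Moran's I and of hotspots comes from permuting spots within a tumor, and the upper limits given for a count of 0 cover counting error only.

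Genes of cortisol metabolism were detected at levels that differed strongly between tumors. AKR1C1, which inactivates steroids by reducing ketone groups, had a median of 40.5 CPM (range 0 to 697) and was detected in 14 of the 15 tumors. Its neighbor AKR1C2 had a median of 3.20 CPM (0 to 1147) with UMIs in 11 tumors, and AKR1C3 a median of 11.7 CPM (0 to 399). The AKR1C genes are near-identical copies, reads can be divided wrongly between them, and their separate levels are uncertain. CBR1, a carbonyl reductase that also acts on cortisol, had a median of 55.1 CPM (0 to 924). HSD11B1, which regenerates cortisol from cortisone, stood at 5.65 CPM (0 to 22.6), and HSD11B2, which performs the reverse step, at 3.64 CPM (0 to 32.3). H6PD, the source of NADPH for HSD11B1, was detected in every tumor (median 49.7 CPM, 23.7 to 228). The 5-alpha and polyprenol reductase genes SRD5A1 and SRD5A3 had medians of 10.4 and 26.9 CPM, and HSD3B7 20.9 CPM. CYP3A5, a cytochrome that hydroxylates cortisol, had a median of 1.89 CPM (0 to 62.6). UGT2B7 was found in 4 tumors, at 89.3 CPM in tumor 14 and at most 3.01 CPM in any other tumor. AKR1D1 and SULT2A1 were nearly absent with 1 and 2 UMIs over all tumors. A count of 0 leaves levels up to between 0.229 and 31.3 CPM open, depending on the depth of the tumor.

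The glucocorticoid receptor gene NR3C1 was expressed in all 15 tumors, with a median of 49.8 CPM (4.50 to 107), and the mineralocorticoid receptor gene NR3C2 in 11 tumors (median 5.41 CPM). Chaperones that hold the receptor in its ligand-binding state were abundant: HSP90AA1 had a median of 840 CPM (414 to 3961), HSP90AB1 505 CPM, PTGES3 212 CPM, STIP1 62.9 CPM and FKBP4 24.8 CPM. Values of HSP90AA1 above 971 CPM came only from tumors under 500 UMIs per spot. The coregulator genes NCOR1, NCOA1 and NCOA2 had medians of 193, 41.7 and 33.7 CPM. FKBP5, a target of the receptor that lowers its affinity for cortisol, reached a median of 95.4 CPM (13.5 to 560), and the target TSC22D3, which encodes the anti-inflammatory protein GILZ, 539 CPM (52.6 to 1789). The corticotropin-releasing hormone receptor gene CRHR1 had 0 UMIs, and CRHBP 18 UMIs in 7 tumors. Of the 4 immediate-early genes with separate levels here, out of 22 in the list, FOS was highest with a median of 378 CPM (17.96 to 2621), followed by EGR1 at 150 CPM (17.5 to 633), NR4A1 at 122 CPM (4.49 to 825) and FOSB at 42.1 CPM (0 to 731).

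**Figure D1:**
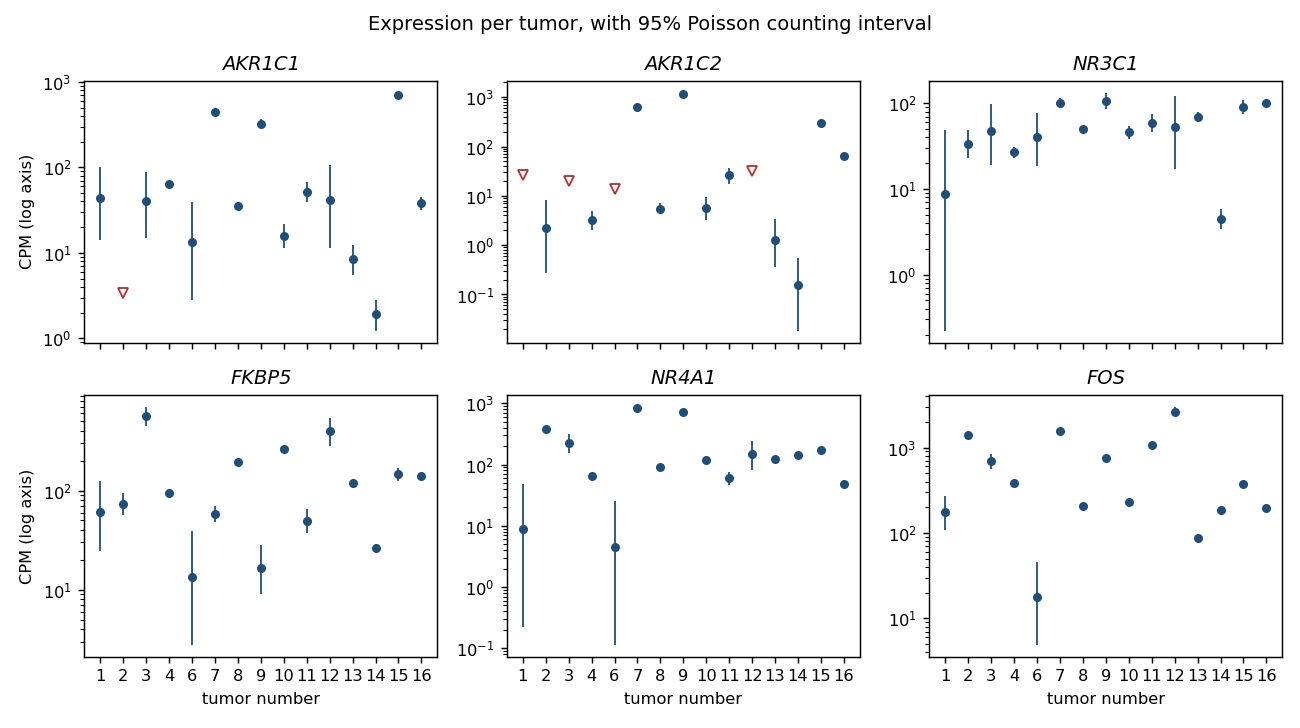
Level of AKR1C1, AKR1C2, NR3C1, FKBP5, NR4A1 and FOS in each of the 15 tumors, with counting intervals. Triangles mark tumors with a count of 0, placed at the upper limit that the depth allows.

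As shares of all UMIs, the B and plasma cell list had a median of 3.41% (0.0524% to 17.5%), the fibroblast list 0.486% (0.0793% to 2.06%) and the alveolar type 2 list 0.616% (0.00845% to 7.09%). The epithelial tumor list held 0.521%, macrophage 0.236%, endothelial 0.119%, smooth muscle 0.117%, alveolar type 1 0.0710% and T and NK cell markers 0.0557% at the median. Airway markers had a median of 0.0328%, with a highest value of 2.02%, neutrophil and mast cell markers 0.026%, erythrocyte genes 0.00638%, cartilage and adipose genes 0.00225% and squamous and neuroendocrine genes 0.00129%. Median shares of the pathway lists were 0.317% for immediate-early genes, 0.258% for glucocorticoid receptor targets (0.0412% to 0.546%), 0.236% for receptor machinery (0.145% to 0.634%) and 0.0307% for cortisol metabolism (0.0157% to 0.227%). Those of heat shock (0.138%), hypoxia and angiogenesis (0.128%), interferon (0.106%), NF-kB inflammation (0.0928%), TGF-beta (0.0916%), NRF2 targets (0.0799%) and proliferation (0.0683%) lay between. Mitochondrial genes held 6.34%, ribosomal protein genes 3.24% and the nuclear-retained RNAs MALAT1 and NEAT1 1.56%. The lists of genes correlated positively and negatively with violence in the study held 0.851% and 1.45%, and carry no independent evidence here since they were drawn from the same tumors.

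FOS varied across tumors together with other immediate-early genes. With FOSB, Pearson's r was 0.695 (permutation p = 0.00441, adjusted p = 0.0132, n = 15) and Spearman's rho 0.836 (permutation p = 0.00025). With EGR1, r was 0.692 (permutation p = 0.00423, adjusted p = 0.0132) and rho 0.761 (permutation p = 0.00162). With NR4A1, r was 0.702 (permutation p = 0.00382, adjusted p = 0.0132) but rho was 0.554 (permutation p = 0.0355, adjusted p = 0.0710), and r was 0.565 (adjusted p = 0.0861) without tumors 6 and 12, which lay farthest out. Without the same tumors r was 0.776 with FOSB and 0.722 with EGR1. HSD11B1, whose product activates cortisol, followed the fibroblast list (r = 0.748, permutation p = 0.00122, adjusted p = 0.0132, n = 15, rho 0.771, permutation p = 0.00107), and r was 0.724 without tumors 1 and 14. These 4 immediate-early genes are all in the study's positive list, drawn from the same tumors, so part of their relation can follow from that choice. Among the 7 tumors that share an image scale, a possible batch, r was 0.780 for FOSB, 0.821 for EGR1, 0.775 for NR4A1 and 0.690 for HSD11B1 with fibroblasts. The other image classes held too few tumors for such a value.

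These 4 of the 12 relations examined passed. NR3C1 with the receptor targets did not (r = 0.515, permutation p = 0.0467, adjusted p = 0.0934, rho 0.429, permutation p = 0.114), and r was 0.164 without tumors 1 and 14 and 0.0966 within the image class. AKR1C3 with AKR1C1 gave r = 0.573 (permutation p = 0.0261, adjusted p = 0.0626, rho 0.599), and passed without tumors 1 and 9 (r = 0.640, adjusted p = 0.0487), with 0.918 within the image class, and CBR1 with AKR1C1 r = 0.330 (permutation p = 0.225, adjusted p = 0.300, rho 0.564), with 0.369 without tumors 7 and 12 and 0.513 within the class. AKR1C1 with NRF2 targets, which encode antioxidant enzymes, gave r = 0.375 (permutation p = 0.169, adjusted p = 0.253, rho 0.471), and passed without tumors 2 and 14 (r = 0.719, adjusted p = 0.0164), with 0.809 within the class. The other values of r were 0.478 for NR3C1 with fibroblasts, 0.268 for FOS with the receptor targets, -0.0688 for FOS with heat shock and 0.0869 for AKR1C1 with the epithelial tumor list. Among the 11 tumors with a median of at least 500 UMIs per spot, AKR1C3 (r = 0.799, adjusted p = 0.00924) and CBR1 (r = 0.785, adjusted p = 0.00938) both passed with AKR1C1, while FOS with NR4A1 did not (r = 0.583, adjusted p = 0.105). Reads divided wrongly between AKR1C genes could produce a relation of AKR1C3 with AKR1C1, which was not tested. Depth itself was related to 2 of 36 values, heat shock (r = 0.688, adjusted p = 0.0191) and ribosomal protein genes (r = 0.700, adjusted p = 0.0337), and neither passed in the deeper tumors (r = 0.559 and 0.252).

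Within tumors, the immediate-early genes FOS, EGR1, NR4A1 and FOSB were spatially clustered in most of the tumors examined. Moran's I of FOS had a median of 0.152 over 13 tumors (0.0208 to 0.547) and passed in 11 of them, by permutation of the spots. NR4A1 had a median of 0.0806 (8 of 11 tumors passed), EGR1 0.103 (8 of 11) and FOSB 0.0783 (6 of 9). The receptor target TSC22D3 was clustered in 10 of 12 tumors (median 0.086), while FKBP5 passed in 1 of 11 (median 0.0226) and NR3C1 in 0 of 10 (median 0.00711). With neighbors within 2 rings, FKBP5 passed in 3 of 11 and NR3C1 in 2 of 10. AKR1C2 had the highest median of the 11 genes, 0.190 over 5 tumors (up to 0.560, 4 passed), against 0.0625 over 7 tumors for AKR1C1, 0.0452 over 7 for AKR1C3 and 0.0278 over 10 for CBR1, with 4 tumors passing for each. Controls were matched by mean level over the tumors of at least 500 UMIs per spot, not by level in each tumor. Set against their values in the same tumor, AKR1C2 was above every control in 3 of 5 tumors (7, 9 and 15), AKR1C1 in 2 of 7 (7 and 15), NR4A1 in 3 of 11, FOSB in 3 of 9 (in 1 of them, tumor 12, with a single control) and FOS in 0 of 13, where the control median was 0.0958. AKR1C2, matched at 198 CPM, stood at 632, 1147 and 294 CPM in tumors 7, 9 and 15. AKR1C1, matched at 153 CPM, stood at 439 and 697 CPM in tumors 7 and 15. Level was therefore not matched in those tumors. AKR1C1 in tumor 9, at 326 CPM, was not above every control. With log counts scaled by depth, simulated genes without any pattern gave an unadjusted p under 0.05 in 8% of cases at 50 UMIs and 23.3% at 1000 UMIs. The rate with SCTransform values and an adjusted p was not tested.

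**Figure D2:**
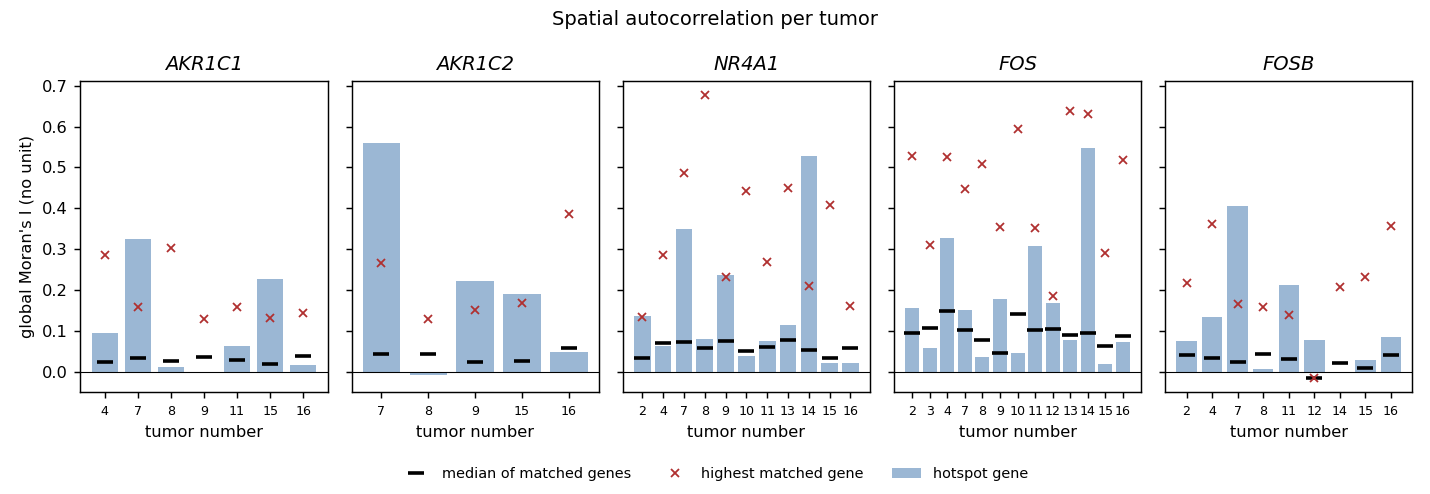
Moran's I of AKR1C1, AKR1C2, NR4A1, FOS and FOSB in each tumor with at least 50 UMIs of the gene. Lines and crosses mark the median and the highest value, in the same tumor, of genes matched by mean level over the deeper tumors.

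Hotspots with enough spots and depth were found in tumors 7 and 15 for AKR1C1 (54 spots) and AKR1C2 (78 spots), in tumors 2, 7, 9 and 14 for NR4A1 (98 spots), in 6 tumors for FOS (154 spots) and in tumors 2, 7, 11 and 16 for FOSB (79 spots). The AKR1C1 and AKR1C2 hotspots shared 31 spots in tumor 7, against 4.51 by chance, and 10 in tumor 15, against 0.814. Reads can be divided wrongly between these genes, which the chance value does not allow for. All chance values here assume spots scattered independently. Hotspot spots have high neighbors and so form patches, and how unusual an overlap is was not tested. In tumor 7 the AKR1C1 hotspot shared 0 spots with those of NR4A1 and FOSB, where chance gives 3.53 and 3.12, and the AKR1C2 hotspot likewise shared 0 with either (5.54 and 4.90 by chance). NR4A1 and FOSB hotspots there shared 26 spots, against 3.83 by chance, and in tumor 14 the NR4A1 and FOS hotspots shared 31 spots, against 1.98. Other overlaps of immediate-early hotspots ran from 1 spot (FOS and FOSB in tumors 2 and 16, 0.416 and 0.0951 by chance) to 14 (FOS and FOSB in tumor 11, 1.14). Steroid reductase and immediate-early hotspots thus lay in different parts of tumor 7, the only tumor in which both kinds could be compared. Hotspot spots were mostly deeper than the rest, by 2.09 to 2.83 times for AKR1C1 and 1.98 to 5.38 times for FOSB. The ranges were 1.66 to 2.78 for AKR1C2, 1.24 to 2.47 for NR4A1 and 0.867 to 2.84 for FOS.

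**Figure D3:**
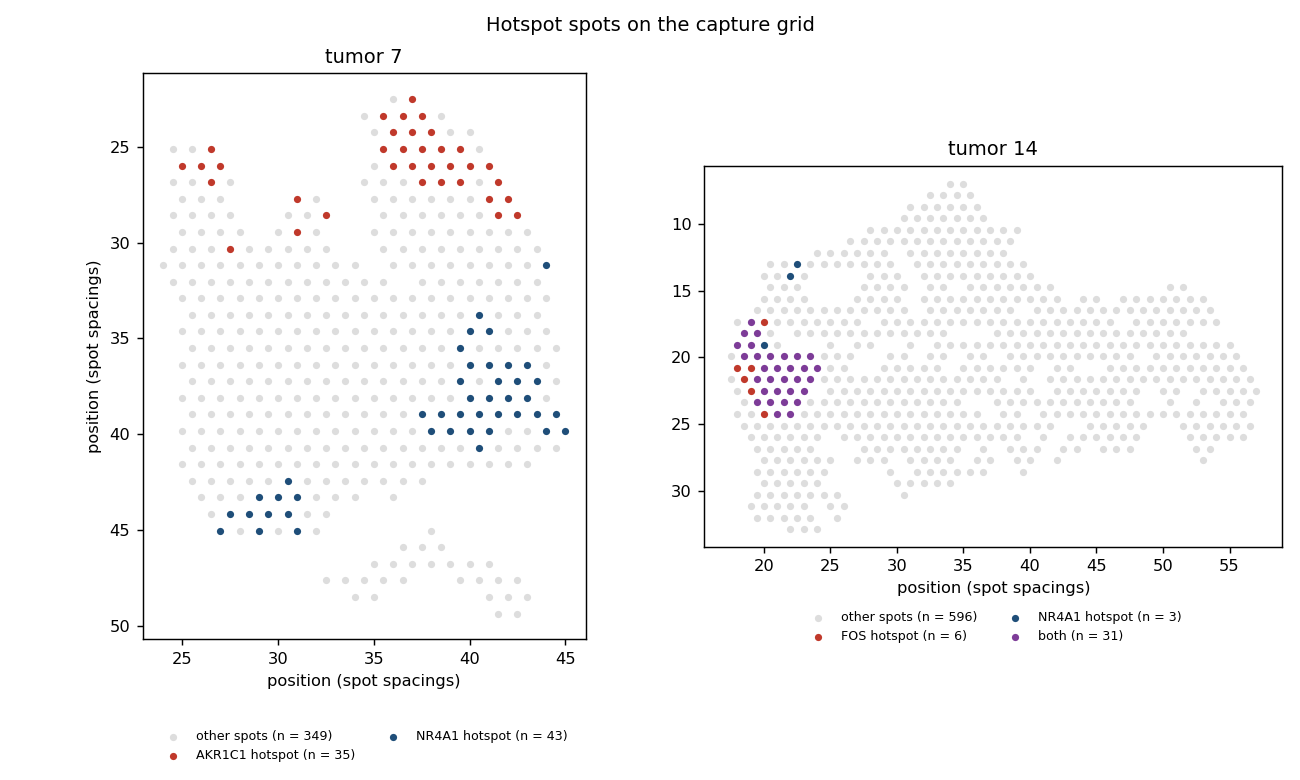
Hotspots of AKR1C1 and NR4A1 over the spots of tumor 7, and of FOS and NR4A1 over those of tumor 14. A hotspot spot has a high value and high neighbors with a pseudo p under 0.01.

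AKR1C1 hotspots held lower levels of several immunoglobulin genes than the rest of the same tumors. IGHM, the heavy chain of IgM, fell by 3.66 log2 units (SE 0.61, adjusted p = 0.00114, 2 tumors), along with IGHG1 (log2 -3.39, SE 0.73, adjusted p = 0.0307), IGHA1 (-3.16, SE 0.64, adjusted p = 0.0147), IGLC2 (-2.80, SE 0.64, adjusted p = 0.0493) and JCHAIN (-2.67, SE 0.54, adjusted p = 0.0147), which joins IgA and IgM units. PTGDS, a prostaglandin D2 synthase, fell from 356 ± 254 to 31.5 ± 12.4 CPM (log2 -3.23, SE 0.57, adjusted p = 0.00233), and CCL21, a chemokine of lymphatic vessels and lymphoid tissue, from 206 ± 10.9 to 26.4 ± 5.29 CPM (log2 -2.98, SE 0.57, adjusted p = 0.00693). The surfactant protein gene SFTPD (log2 -2.39, SE 0.52, adjusted p = 0.0351) and the calcium channel subunit gene CACNA2D2 (log2 -2.83, SE 0.64, adjusted p = 0.0406) were lower as well. AKR1C1 itself stood at 1094 ± 145 against 539 ± 208 CPM (log2 1.14, SE 0.55, adjusted p = 1) and did not pass, although its hotspots were chosen for its level. Outside the naming rule, and chosen after their values were seen, the matrix gene TNXB was lower (log2 -3.35, SE 0.74, adjusted p = 0.0351) and the gel-forming mucin MUC5AC higher (log2 2.55, SE 0.56, adjusted p = 0.0352), the latter in 1 of the 2 tumors.

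In the lists, 4 of 9 B and plasma cell genes fell, 0 rose and 5 did not pass, with 8 lower when adjusted over the list alone. Of 10 alveolar type 2 genes 1 fell and 9 did not pass, and 8 were lower when adjusted over the list alone, among them SFTPC (log2 -2.34), PGC (-2.25) and LAMP3 (-1.82). The 16 glucocorticoid receptor targets all had negative fold changes but 0 passed, and 1 was lower when adjusted over the list alone (ALOX15B log2 -2.08, CRISPLD2 -1.58, MT1X -1.46, MT2A -1.37). Such a one-sided direction was not particular to them, since 0 of 14 fibroblast, 0 of 10 mitochondrial and 1 of 21 immediate-early genes were positive. NRF2 targets went the other way, with 15 of 16 positive, 0 passing and 0 when adjusted over the list alone (GPX2 log2 1.14, GCLC 0.98, TXNRD1 0.98, NQO1 0.96). Airway markers had 1 of 8 rising, and 2 higher and 1 lower when adjusted over the list alone. When adjusted over the list alone, 2 endothelial genes were lower, as were AGER of alveolar type 1 cells (log2 -1.93), TRAC of T cells (-1.95) and 1 inflammation gene. The other lists had 0 genes called either way, including the study's own 54 positive and 14 negative genes tested, which are not independent evidence. The cortisol metabolism list had 4 genes tested. The other AKR1C genes were left out, so these counts do not show whether AKR1C2 or AKR1C3 rose there.

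Over 10344 genes tested by edgeR, 1 was higher and 10 were lower in AKR1C1 hotspots, and 490 had an unadjusted p under 0.05. With DESeq2 size factors the counts were 5 higher and 16 lower, and with library totals, which moved the median gene from -0.05 to 0.07, they were 6 and 23. Leaving the tumor out of the model gave 0 calls, with 101 at an unadjusted p under 0.05. On simulated counts of the same contrast, 74% of 8-fold but 2% of 2-fold changes were recovered with 2 genes falsely called. Hotspots of 5 genes matched to AKR1C1 by level called a median of 21 genes (highest 129), and 3 of the 5 called at least as many. Their tumors can differ from those of the AKR1C1 contrast, so these counts cannot show whether the number called is special to AKR1C1.

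AKR1C2 hotspots showed higher levels of FAM83A, MSMB, MUC5B and SQLE and lower levels of several immunoglobulin genes. FAM83A, a growth signaling gene raised in many carcinomas, rose from 43.3 ± 30.6 to 238 ± 190 CPM (log2 2.49, SE 0.45, adjusted p = 0.000104, 2 tumors), and MSMB, a secreted protein gene of mucosal glands, by 2.50 (SE 0.51, adjusted p = 0.00100). MUC5B, an airway mucin, rose by 2.37 (SE 0.55, adjusted p = 0.00789) and SQLE, of cholesterol synthesis, by 1.69 (SE 0.44, adjusted p = 0.0364). IGLC3 fell most (log2 -4.42, SE 0.67, adjusted p = 4.90e-07), followed by IGHG1 (-3.32), IGLC2 (-2.98), IGHG3 (-2.88), IGHM (-2.77), IGHA1 (-2.73) and IGHG2 (-2.66). PTGDS (log2 -2.81, SE 0.51, adjusted p = 0.000104), CACNA2D2 (-2.53, SE 0.56, adjusted p = 0.00462) and CCL21 (-2.49, SE 0.50, adjusted p = 0.00100) were lower too. AKR1C2 itself was at 1171 ± 803 against 335 ± 71.8 CPM (log2 1.73, SE 0.52, adjusted p = 0.163). Chosen after their values were seen, the higher genes outside the naming rule were MUC5AC (log2 3.12) and MUC6 (2.87), of gastric-type mucus, and FSTL4 (2.47), each in 1 of the 2 tumors, with NTAQ1 (2.78), DNAJC12 (2.52), CLDN10 (2.47) and DEPTOR (2.43) in both. The lower ones included CCL19 (log2 -3.81), CLDN18 (-3.22), JCHAIN (-2.39), the complement gene C7 (-2.38), RARRES2 (-2.26), SEMA3B (-2.12) and SFTPD (-2.10).

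Of 10 B and plasma cell genes 4 fell, and 9 were lower when adjusted over the list alone. Airway markers had 2 of 8 rising, and 2 higher and 2 lower when adjusted over the list alone, with a median of -0.89 but a mean of 0.02 log2 units. Alveolar type 2 genes had 1 of 10 falling (4 when adjusted over the list alone), and 3 endothelial genes, 1 alveolar type 1 gene and 1 T cell gene were lower when adjusted over the list alone. NRF2 targets were mostly positive, 15 of 16 with 0 passing (SLC7A11 log2 1.40). The 17 receptor targets were all negative with 0 passing and 2 lower when adjusted over the list alone. Both directions matched those in AKR1C1 hotspots, but are not independent of them. The AKR1C1 and AKR1C2 hotspots lie in the same tumors and share 31 spots in tumor 7 and 10 in tumor 15. Immediate-early genes had 0 of 22 passing and 3 lower when adjusted over the list alone (FOSB log2 -1.61, BTG2 -1.50, SOCS3 -1.43). Over 11006 genes, edgeR called 11 higher and 21 lower, with 617 at an unadjusted p under 0.05. The call was lost with log counts scaled by depth in place of SCTransform (0 called, 227 unadjusted) and without the tumor in the model (0 called, 93 unadjusted), and DESeq2's Wald test called 12. The scaling by library totals moved the median gene from -0.05 to 0.05. Hotspots of 9 matched control genes called a median of 16, and 2 of the 9 called at least 32.

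NR4A1 hotspots carried lower levels of a pair of long noncoding RNAs in all 4 tumors, while every call of a higher gene depended on tumor 14. ENSG00000289901 fell from 1884 ± 2088 to 643 ± 781 CPM (log2 -1.41, SE 0.25, adjusted p = 5.97e-05, 4 of 4 tumors), and ENSG00000282885 from 514 ± 764 to 112 ± 104 CPM (log2 -1.40, SE 0.29, adjusted p = 0.00151, 4 of 4). NR4A1, an orphan nuclear receptor that reacts within minutes to stress, stood at 884 ± 360 against 555 ± 357 CPM (log2 1.13, SE 0.25, adjusted p = 0.00402). Its hotspots were chosen for its level, so this p is not evidence of a change. Because no other called gene met the naming rule, the following were chosen after their values were seen. The chemokines CCL20 (log2 2.33, SE 0.36, adjusted p = 6.72e-07, 2 of 4 tumors), CXCL8 (1.75, SE 0.33, adjusted p = 0.000188, 3 of 4), CXCL2 (1.52, SE 0.28, adjusted p = 0.000150, 2 of 4) and CCL2 (1.41, SE 0.28, adjusted p = 0.000919, 3 of 4), which attract leukocytes, rose on average, as did PTGS2, which makes prostaglandins (1.27, SE 0.30, adjusted p = 0.0150, 2 of 4). Others were TNFSF14 (log2 1.96), SERPINA3 (1.95), the decoy receptor gene TNFRSF6B (1.82), HSPB8 (1.60), G0S2 (1.51), IL4I1 (1.32), C11orf96 (1.29), ID1 (1.14), CHI3L1 (1.14), LCN2 (1.14) and ATF3 (0.98). CYP3A5 rose on average (log2 1.43, SE 0.37, adjusted p = 0.0468), though in 1 of the 4 tumors, and MEX3A fell (log2 -1.84, SE 0.43, adjusted p = 0.0150). AKR1C2 did not pass (log2 -1.23, SE 0.34, adjusted p = 0.0965), and with 2 UMIs each in tumors 2 and 14 its direction rests on tumors 7 and 9. TOP2A of proliferating cells did not pass either (-1.27, SE 0.35, adjusted p = 0.0918).

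Inflammation genes had 5 of 9 rising and 7 when adjusted over the list alone, and camera called the list at a preset correlation (adjusted p = 1.29e-09) but not otherwise, with an adjusted p = 0.754 with an estimated correlation. All 20 immediate-early genes tested were positive, 1 rose and 12 were higher when adjusted over the list alone (camera adjusted p = 4.70e-13, and adjusted p = 0.754 with an estimated correlation). Cortisol metabolism had 1 of 8 genes rising, with 1 higher and 2 lower when adjusted over the list alone, and the receptor targets 13 of 17 positive and 0 passing. Mitochondrial genes had 0 of 10 passing and 5 lower when adjusted over the list alone. Of the study's own lists, which are not independent evidence, 0 of 55 positive genes passed, with 3 higher and 2 lower when adjusted over the list alone, and 0 of 14 negative genes. Over 9450 genes edgeR called 17 higher and 3 lower, with 436 at an unadjusted p under 0.05. The count depended on tumor 14, without which 0 genes were higher and 2 lower, and without tumor 2 it was 40. DESeq2's Wald test called 0 genes (133 unadjusted), as did rest sums thinned to the hotspot's depth (0 of 3291 genes, 146 unadjusted) and a model without the tumor (22 unadjusted). Hotspots of 12 control genes called a median of 36.5 genes, and 8 of the 12 called at least 20. With library totals the median gene moved from -0.06 to 0.05.

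FOS hotspots showed a higher level of the transcription regulator ID1. ID1, an inhibitor of differentiation induced by BMP signals, rose in all 6 tumors, from 51.0 ± 20.99 to 98.4 ± 47.0 CPM (log2 1.17, SE 0.27, adjusted p = 0.0474). CCL21 (log2 -2.40, SE 0.41, adjusted p = 0.00112, 5 of 6 tumors), IGHA2 (-2.09, SE 0.33, adjusted p = 0.000153, 5 of 6), IGHM (-1.66, SE 0.35, adjusted p = 0.0261, 5 of 6) and IGHG4 (-1.65, SE 0.33, adjusted p = 0.0137, 5 of 6) fell. ENSG00000289901 was lower here too, in 6 of 6 tumors (log2 -1.22, SE 0.26, adjusted p = 0.0261). Tumors 2, 9 and 14 also entered the NR4A1 contrast, with 31 shared hotspot spots in tumor 14. The values of this gene in FOS and NR4A1 hotspots are therefore not independent. FOS itself was at 1402 ± 1259 against 742 ± 642 CPM (log2 1.18, SE 0.26, adjusted p = 0.0394). The hotspots were chosen for the level of FOS, so this p is not evidence of a change. Chosen after their values were seen, PTGS2 (log2 2.05, SE 0.32, adjusted p = 0.000153, 3 of 6 tumors), CXCL2 (1.5, 3 of 6), C4BPA (1.46, 2 of 6) and C11orf96 (1.43, 5 of 6) rose on average. CXCL1 (log2 1.60, adjusted p = 0.0718) and the matrix gene FBLN1 (-1.22, adjusted p = 0.0516) did not pass.

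**Figure D4:**
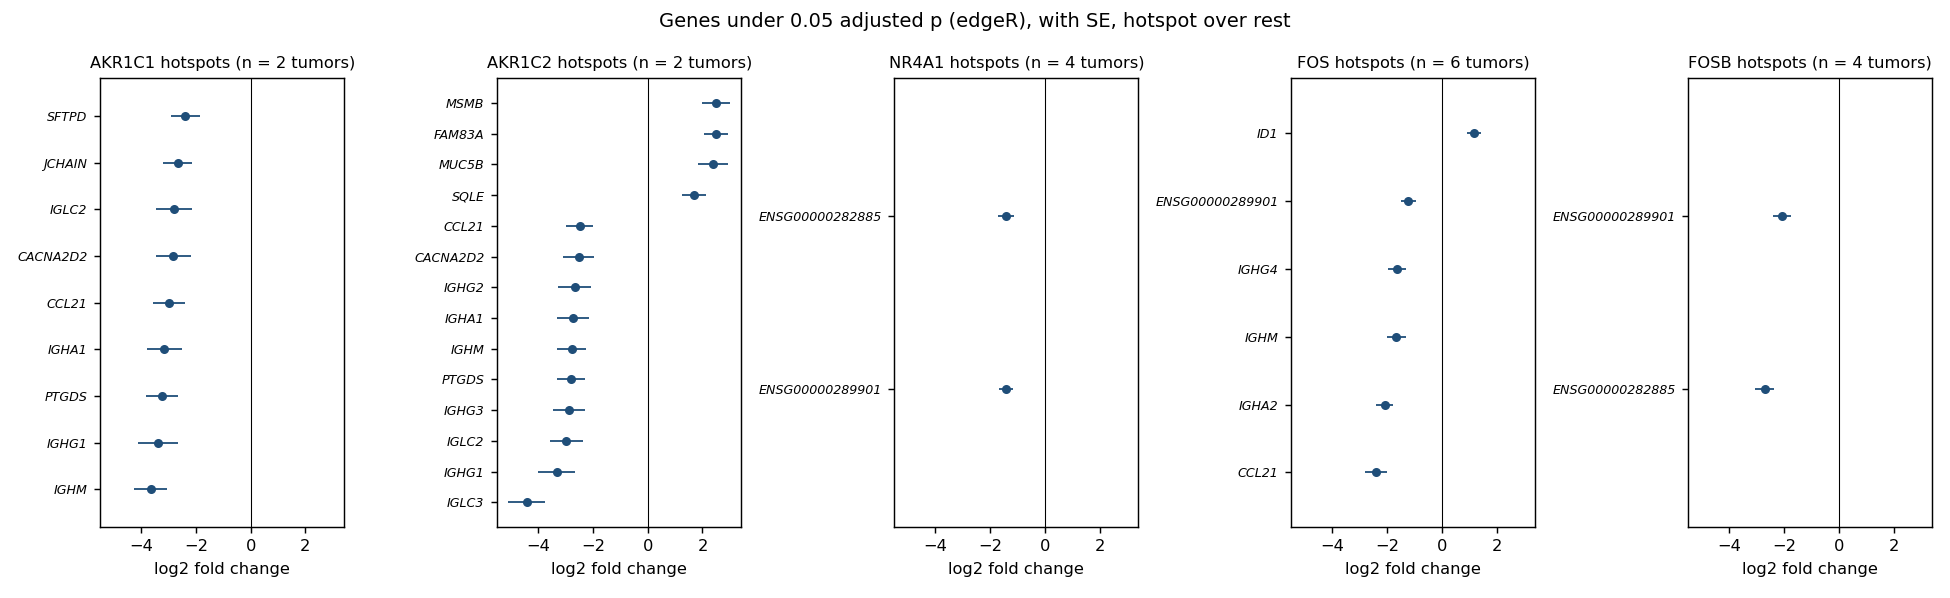
Log2 fold change and standard error of the genes named by the rule in each hotspot contrast, hotspot over all other spots. Tumors are the replicates, and with 2 tumors (AKR1C1 and AKR1C2) the standard error rests mostly on variation shared across genes.

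All 18 immediate-early genes tested in FOS hotspots were positive, 0 passed and 9 were higher when adjusted over the list alone (camera adjusted p = 3.76e-12, and adjusted p = 0.381 with an estimated correlation). Of 9 inflammation genes 2 rose (4 when adjusted over the list alone), of 9 B and plasma cell genes 1 fell (6 when adjusted over the list alone), with as low a score in the hotspots of 11 of 19 control genes, and of 10 alveolar type 2 genes 0 passed (4 higher when adjusted over the list alone). Mitochondrial genes had 0 of 10 passing and 6 lower when adjusted over the list alone, and ribosomal protein genes 0 of 26 passing with all negative (camera adjusted p = 7.88e-16, and adjusted p = 0.381 with an estimated correlation). Proliferation had 0 of 11 passing and 2 lower when adjusted over the list alone. The study's positive list, not independent evidence, had 0 of 55 passing, with 4 higher and 1 lower when adjusted over the list alone. EdgeR called 5 genes higher and 5 lower of 9502, with 404 at an unadjusted p under 0.05. With library totals, which moved the median gene from -0.09 to 0.11, the counts were 54 higher and 7 lower. The Wald test of DESeq2 called 0 (187 unadjusted), thinned rest sums 0 of 1334 (101 unadjusted), and a model without the tumor 0 (44 unadjusted). Leaving out a tumor gave as few as 2 calls (1 higher and 1 lower, without tumor 16) and 3 (1 and 2, without tumor 9). It gave as many as 21 (13 and 8, without tumor 11) and 38 (6 and 32, without tumor 14). Of 19 control genes, 14 called at least 10.

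FOSB hotspots differed from the rest in the same pair of noncoding RNAs as NR4A1 hotspots. Tumors 2 and 7 entered both contrasts, with 26 shared hotspot spots in tumor 7, so the recurrence is not independent. ENSG00000282885 fell from 1156 ± 1170 to 119 ± 103 CPM (log2 -2.71, SE 0.36, adjusted p = 1.16e-05, 4 of 4 tumors) and ENSG00000289901 from 1531 ± 1629 to 367 ± 484 CPM (log2 -2.09, SE 0.33, adjusted p = 0.000455, 4 of 4). FOSB, for whose level the hotspots were chosen, stood at 802 ± 469 against 372 ± 401 CPM (log2 1.85, SE 0.32, adjusted p = 0.00208). AGER, a marker of alveolar type 1 cells, was higher in all 4 tumors without passing (log2 1.5, SE 0.32, adjusted p = 0.0545), and AKR1C2, with 2 UMIs in tumor 2, did not pass (-1.82, SE 0.45, adjusted p = 0.171). All 10 mitochondrial genes were lower when adjusted over the list alone (MT-ND5 log2 -1.23), although 0 passed over all genes. B and plasma cell genes had 0 of 12 passing and 8 lower when adjusted over the list alone, alveolar type 2 and inflammation genes 2 higher each, and NRF2 targets 1 higher and 2 lower. Of 8334 genes edgeR called 0 higher and 2 lower, with 435 at an unadjusted p under 0.05, and library totals gave 2 and 2 as the median gene moved from -0.08 to 0.12. The count was 4 without tumor 2, 7 without tumor 7, 6 without tumor 11 and 1 without tumor 16, and a model without the tumor called 0 (162 unadjusted). All 7 control genes called at least 2.

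As a group, no list passed the exact sign-flip permutation over tumors in any hotspot (smallest adjusted p 0.515 with summed counts and 0.603 with means of members). The smallest p this test can give is 0.5 with 2 tumors, 0.125 with 4 and 0.03125 with 6, so it could hardly pass. The lists that camera called at its preset correlation were all lost with an estimated one. The mean of members and the summed counts of a list had opposite signs in 21 of 27 lists for NR4A1, 17 of 27 for FOS, 16 of 27 for FOSB, 6 of 30 for AKR1C2 and 5 of 29 for AKR1C1, and no direction is given for a list on the score alone. Counted after the results were seen, mean scores lay beyond those of all control hotspots in 11 of 27 lists for AKR1C1 (9 expected from a random rank among its 5 controls), including receptor targets, B and plasma cells and NRF2 targets, 4 of 25 for AKR1C2 (5 expected), 3 of 27 for NR4A1 (4.15), 1 of 23 for FOS (2.3) and 5 of 27 for FOSB (6.75). The tumors of the control hotspots can differ from those of the hotspot gene, so no conclusion is drawn from these counts. No tumor entered both the AKR1C1 and the FOS contrast. With hotspots at a pseudo p under 0.05, tumors 7 and 15 entered both, with an exact permutation p of 0.5 at best. Immediate-early scores were lower in AKR1C1 than in FOS hotspots (-0.79 with means, -1.13 with sums). FOS is itself an immediate-early gene, so that difference can follow from how its hotspots were chosen. NRF2 target scores were higher (1.24 and 0.85) and alveolar type 2 scores lower (-1.52 and -1.64). B and plasma cell scores (-0.58 and -1.56) differed in sign between the tumors with means, from -2.02 to 0.87. Receptor targets were of unclear sign (0.08 and -0.72). These are scores alone, so no direction is given for any list here.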

Values the study reported

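The study merged 15 tumor samples before normalization, the same number of tumors described above. It tested local spatial association at unadjusted significance levels of 0.05 and 0.01. A gene was termed localized in a sample when 5% or more of its barcodes were significant.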

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

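The rule that picked these values was set before the data were examined, and tests chosen only after a result was seen are named in the parts that follow. Of 87 sets of values compared between tumors, most of them list scores, 4 held a value standing far from the others. All 4 were list scores, and some such values arise by chance among so many sets. The scores are means over the members of a list, with log2 differences of summed counts beside them.

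In FOS hotspots, the alveolar type 2 score of tumor 11 was the highest at 2.54 log2 units, and the next tumor was at -0.03, and it was the highest by summed counts as well, with the next at 1.21. The airway score of tumor 16 was the lowest at -2.82, with the next at -0.30, but its summed counts were at 0.16 and not the lowest, and its hotspot sum was the smallest with 28663 UMIs. For B and plasma cell genes, tumor 14 had the highest score at 1.81, and the next was -0.81, with summed counts of 2.64 against at most 0.32. In FOSB hotspots, the receptor machinery score of tumor 2 was the lowest at -0.98, against -0.33 in the next, but its summed counts were at -0.25 and not the lowest. No biological explanation was tested for these values.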

How the results depend on the processing

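Most alternatives were chosen before the data were examined, while library totals, thinned rest sums and leaving out tumors with over 15% mitochondrial UMIs were chosen after the results were seen. Each count below is the number of genes called.

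In AKR1C1 hotspots (11 genes in the primary setting) the number was 21 with DESeq2 size factors, 29 with library totals, 18 with rest sums thinned to the hotspot total, 36 with hotspots at p under 0.05, 39 with log counts scaled by depth and 63 with spots within 2 rings. In AKR1C2 hotspots (32) it was 12 with the DESeq2 Wald test, 19 with thinned rest sums and 0 with log counts scaled by depth. In NR4A1 hotspots (20) it was 0 with the DESeq2 Wald test, 38 without a low-count filter, 38 with library totals and 0 with thinned rest sums, and from 2 to 40 with 1 tumor left out. In FOS hotspots (10) it was 0 with the Wald test, 57 without the filter, 61 with library totals, 0 with thinned rest sums, 27 at p under 0.05, 5 with log counts scaled by depth, 6 against the lowest cluster and 5 within 2 rings, and from 2 to 38 with 1 tumor left out. In FOSB hotspots (2) it was 4 with DESeq2 size factors, 19 without the filter, 4 with library totals, 6 with log counts scaled by depth and 5 within 2 rings, and from 1 to 7 with 1 tumor left out. Log counts scaled by depth, hotspots at p under 0.05, the lowest cluster and 2 rings also change which tumors enter, such as 3 in place of 4 for NR4A1 and FOSB and 5 in place of 6 for FOS with log counts, 11 in place of 6 for FOS at p under 0.05 and 3 in place of 2 for AKR1C1 within 2 rings, so their counts are not due to the named choice alone.

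The block matters throughout: with no replicate block, the pairing of the sums within a tumor is ignored, and all 5 contrasts called 0 genes. Of the named genes, 78 were no longer called without the block and 7 were unchanged, all in the same direction.

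Of the 85 gene values of the primary setting, 83 kept their call, or lack of one, with DESeq2 size factors, 28 with the Wald test, 83 with library totals and 32 with log counts scaled by depth. Where fewer genes were tested, 36 of 58 kept it with thinned rest sums, 51 of 71 with hotspots at p under 0.05 and 50 of 74 within 2 rings. The direction turned in 2 cases. PTGS2 in NR4A1 hotspots ranged from -0.29 without tumor 14 to 2.08 without tumor 7, and ENSG00000289901 in FOS hotspots was 0.56 against the lowest cluster, where 2 tumors entered in place of 6.

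For gene lists, camera with a preset correlation called 31, against 0 in the primary test and 0 with an estimated correlation. Of the relations across tumors, 7 passed with mean SCTransform values and 7 with every tumor thinned to the shallowest, against 4. Of the relations with depth (2, both positive), the number was 1 without TMM, 6 with a prior count of 0.5 and 1 after thinning. The relation after thinning was negative, so it is not a primary relation that was kept. The number was 0 without the tumors under 500 UMIs per spot, with mean SCTransform values, and without the tumors of high mitochondrial share. The 32 median levels were within 1.5 times of the primary value with spots of at least 200 UMIs and with TMM CPM. In the 11 tumors with a median of at least 500 UMIs per spot, 5 of them moved further: SRD5A3 to 53.1, AKR1C2 to 5.68, FKBP4 to 37.9, CYP3A5 to 0.901 and CRHBP from 0 to 0.152 CPM. Some ranges narrowed there as well, with highest values of 971 CPM for HSP90AA1, 265 for FKBP5 and 109 for H6PD. Those of AKR1C1 and NR3C1 were unchanged. The difference between AKR1C1 and FOS hotspots has no value in the primary setting, since no tumor entered both.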

Other observations

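For the patterns below, the tests of other splits of the sums, of the FOS list scores and of the chromosome 8 genes were chosen only after the results were seen, and those of the receptor targets and of ties were chosen before. Apart from other cell types outside the hotspot, examined for the receptor targets, no biological explanation was tested.

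The summed counts of glucocorticoid receptor targets differed by -0.85 log2 units on average between AKR1C1 hotspots and the rest (-0.20 in tumor 7 and -1.50 in tumor 15). With 0 of 16 targets passing, and 2 tumors, no test supports a lower level of the group. Against rest spots matched on UMIs and 8 marker list shares, the difference shrank to -0.34 (-0.06 ± 0.05 in tumor 7 and -0.62 ± 0.14 in tumor 15, with the SD over bootstraps of the spots). The matching was incomplete, with standardized gaps of up to 0.422 in tumor 7 and 0.284 in tumor 15. Against rest spots matched on UMIs alone it stayed at -0.79 (-0.24 and -1.34). The difference may thus come largely from other cell types outside the hotspot rather than from deeper spots inside it.

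In FOS hotspots the summed score of a list exceeded the mean of its members by a median of 0.76 log2 units over 26 lists. With rest sums thinned to the hotspot total the gap was 0.17, and without TMM scaling it was 0.33. Leaving out the most abundant member of each list left it at 0.77. Fewer UMIs in the hotspot sums, together with the scaling, could therefore pull down means of members, which weigh genes with few counts equally.

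A gene counted as localized when 5% or more of its spots had a pseudo p under 0.05. Of 24 gene and tumor pairs with 1 to 49 UMIs, 21 met that criterion, and the spot values of the other 3 did not vary. When ties in the folded pseudo p were counted on both sides, 1 of the 21 did, so nearly absent genes could pass on ties alone. All 45 pairs with 50 or more UMIs met it with the folded pseudo p, and 34 when ties were counted on both sides. By the latter count FOS met it in 13 of 13 tumors, AKR1C1 in 5 of 7, AKR1C2 in 4 of 5, NR4A1 in 8 of 11 and FOSB in 4 of 9.

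Splits of the same sums called as many genes as the real one in a large share of cases, with the real split included in each count here. For NR4A1 (20 genes) it was 17 of 35 splits (highest other 77), for FOS (10 genes) 19 of 52 (highest other 86) and for FOSB (2 genes) 9 of 35 (highest other 91). With the tumor as block, a tumor whose 2 sums fall in the same group adds nothing to the comparison, so splits that do not part every pair rest on fewer tumors, and some of them repeat the same comparison. The pair-parting splits are the closer comparison. Of these, 5 of 8 called as many for NR4A1 (highest other 28), 9 of 32 for FOS (highest other 69) and 1 of 8 for FOSB, the real split itself (highest other 0). With 8 such splits no share under 0.05 is possible. The numbers of genes called in NR4A1 and FOS hotspots therefore carry little weight.

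ENSG00000282885 lies on chromosome 14 (49861176 to 49868192, minus strand) and overlaps RN7SL2 (49862550 to 49862849) on the same strand within an exon. RN7SL2 is not among the features used here, and whether reads of that abundant RNA were counted for the noncoding gene was not tested. The fold change of the gene was negative in 4 of 4 tumors both for NR4A1 and FOSB hotspots, with tumors 2 and 7 in both contrasts. ENSG00000289901 is a single-exon gene on chromosome 13 (109424172 to 109424332) with no other gene model over it. In FOS hotspots its value was 0.56 against the lowest cluster, where 2 tumors entered in place of 6, so both the spots and the tumors differ from the primary setting.

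Chosen after their values were seen, 4 of the 11 genes higher in AKR1C2 hotspots (DEPTOR, FAM83A, NTAQ1 and SQLE) lie on chromosome 8 between 119873717 and 125022283, where the 18 other tested genes had a median of 1.34 log2 units. The median of all 22 tested genes there, 1.41, was compared with runs of as many genes (7 of 10500 reached it, all overlapping the stretch), but since the stretch was chosen for its called genes, that comparison supports no conclusion.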
